A study of Homo sapiens with 16 samples. Its data were reported in "Integrated-gut-liver-on-a-chip platform as an in vitro human model of non-alcoholic fatty liver disease" (2023).

How the data were processed

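The data were 16 libraries of polyadenylated RNA from Caco-2 and HepG2 cells, 2 replicates in each of 8 groups given by cell line, culture (mono-culture or co-culture) and treatment (control or 1 mM FFA). Per the labels, RNA was reverse-transcribed, amplified by PCR with barcoded primers and sequenced on an Oxford Nanopore device. For mRNA-seq, the authors describe discarding reads that matched ribosomal, transfer or mitochondrial RNA with Bowtie, mapping the remainder to GRCh38 with STAR and Ensembl annotation, and computing expression with RSEM. It is not stated whether those steps were used for the Nanopore reads. Mitochondrial genes held up to 10.6% of the reads of a library in the values used here.

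The deposited values carry the name TPM, but within each library they are whole multiples of a single step, with 99.67% to 100% of the values whole as written and 100% when rounding is allowed for. Division by transcript length would break such a step, so the deposited values were treated as CPM, each gene's reads scaled to a common total. The reads per library were recovered from the step and ranged from 49634 to 1657431, so 1 read stood for 0.603 to 20.1 CPM. The floor of detection was taken as 3 reads. The design had been written for TPM, and the same steps were applied to the CPM values without change.

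Genes were identified by the Ensembl identifiers and symbols paired in the values. Of 60623 identifiers, 60295 (99.459%) were in GENCODE 44 on GRCh38, the same genome build that the study names, and positions and gene types come from there. AL138963.2 is called SNORA31B in that release.

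Each cell line was analysed separately over its 8 libraries. Genes with a mean of at least 1 CPM in at least 1 of the 4 groups were kept (15454 in Caco-2, 14430 in HepG2), and values were transformed as log2 of CPM plus a pseudocount of 1. A linear model with the 4 group means was fitted with limma 3.58.1 in R 4.3.3, with a trended prior variance (prior degrees of freedom 10.3 in Caco-2 and 4.32 in HepG2, residual degrees of freedom 4). The moderated F-test asked which genes differed among the 4 groups. Another 7 contrasts asked for the FFA effect in mono-culture and in co-culture, the co-culture effect without and with FFA, both averaged effects, and their interaction. P values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05.

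Gene lists were tested with limma's camera, two-sided, with a preset inter-gene correlation of 0.01, on the FFA contrasts in each culture and the averaged co-culture contrast. The 9 lists held 249 genes, written from processes the study names and from related ones added here. They were metal-ion response, unfolded-protein response, lipid droplets and PPAR targets, sterol and fatty acid synthesis, mitosis, chaperones, respiration, hepatocyte secreted proteins and cell adhesion. Adjustment was over the 54 list tests. Another 12 preset genes (among them ALB, PLIN2, CPT1A, PDK4, ANGPTL4, HSPA5, DDIT3, MT1X, MT2A, SCD and HMGCS1; 1 more is not reported here) and the genes of the lists were adjusted over themselves as well as over all genes.

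The rule for naming genes was as follows. The preset genes were named, and for each line and each contrast other than the interaction also the 3 genes with the largest absolute log2 change among those that passed and whose groups did not overlap. Where none passed, the gene with the smallest p was named as not passing. For the interaction it was the 3 genes with the smallest adjusted p if under 0.05, and from the lists any gene with an adjusted p under 0.05 over the list genes. Of the last kind and of the preset genes, a selection is printed. The design, the lists, the marker genes, this rule and a first set of alternatives were chosen before the data were examined.

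Replicate distance was the median absolute log2 difference between libraries, averaged over pairs from different groups minus the average over replicate pairs, with an exact one-sided permutation test over the 105 ways to form 4 pairs. Changes in the same contrast from separate libraries were correlated across genes (Pearson's r) and compared with 18 relabelings. The effect size ratio was the root mean square log2 change with FFA in mono-culture over that in co-culture. For marker signal, markers were genes with at least 20 CPM in both mono-culture control libraries of one line and at most 0.2 CPM in those of the other. Their sum in each library was taken as a percentage of the sum in the line of origin, and co-culture was compared with mono-culture FFA by an exact two-sided permutation test.

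A first set of alternatives covered a pseudocount of 0.1, no filter, a mean of at least 10 CPM, quantile normalization, median-ratio rescaling, a constant prior variance, replicate number as a block, an adjusted p under 0.1, the study's thresholds (an unadjusted p under 0.05 with a fold change of at least 1.2), an ordinary F-test, fits to 2 groups only, other marker definitions, an estimated inter-gene correlation, and leaving out each replicate. Others were chosen after seeing the data: edgeR 4.0.16 (TMM, quasi-likelihood test) on the recovered reads, thinning all libraries of a line to its shallowest (median of 20 draws), a mean of at least 100 CPM, quantile normalization of all genes before the filter, and every alternative for the difference between cell lines. Quantile normalization was first run over all genes before the filter, and was moved after the filter once its counts had been seen; values of both forms are given.

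The difference between cell lines in the FFA effect was tested in a single limma fit over the 16 libraries, for the preset genes, for the lists (18 tests) and for 17544 genes. One of its alternatives removed trends with transcript length and GC content from each library by loess (span 0.5), for the 99.6% of these genes with a transcript sequence. To see what depth alone gives, 20 sets of reads were simulated per line with no gene changed and each library at its measured depth, and analysed in the same way. Their spread between replicates was the one edgeR fitted to the measured reads. Shares of reads on 82 ribosomal protein genes, 31 ribosomal RNA genes and mitochondrial genes were compared between treatments and cultures by exact permutation tests.

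The pipeline was tested on simulated data with 200 genes changed 4-fold in 1 group. In Caco-2 limma recovered 200 of 200 and in HepG2 174 (87%). Of the genes it called, 38 (16.0%) and 49 (22.0%) had not been changed, more than the nominal 5%. The corresponding figures for edgeR were 200 and 195 recovered, with 4 unchanged genes called in each line (1.96% and 2.01%). With no gene changed, both made 0 calls. In the set with changed genes, camera also gave a p of 9.79e-06 for a list of unchanged genes in Caco-2 (0.355 in HepG2). An unchanged list can therefore be called when other genes change, and whether scaling to the library total causes this was not tested. Imaging and metabolite measurements of the study were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for reading the values and for plots.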

Results

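Messenger RNA was measured in 16 libraries from 2 human tumour cell lines, the colon line Caco-2 as the gut part and the liver line HepG2 as the liver part of a microfluidic chip. Each line was grown alone (mono-culture) or connected to the other line (co-culture), with or without 1 mM free fatty acids (FFA), a mixture of palmitic and oleic acid. The 8 groups (4 per cell line) held 2 replicates each. Libraries were made from PCR-amplified cDNA and read on an Oxford Nanopore instrument. Expression is given in CPM, the reads of a gene scaled to a common library total, and errors of values are standard deviations of 2 replicates.

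Depth was uneven. The 16 libraries held 9841406 reads assigned to genes in all, from 49634 in HepG2 co-culture FFA replicate 2 to 1657431 in HepG2 co-culture control replicate 1, a 33.4-fold range. In Caco-2 the replicates held 365396 and 850986 reads (mono-culture control), 404378 and 622280 reads (mono-culture FFA), 504792 and 353871 reads (co-culture control), and 974654 and 811671 reads (co-culture FFA). In HepG2 they held 430815 and 1023032 reads (mono-culture control), 424538 and 274857 reads (mono-culture FFA), 1657431 and 945975 reads (co-culture control), and 147096 and 49634 reads (co-culture FFA). A single read therefore stood for 0.603 CPM in the deepest library and 20.1 CPM in the shallowest, and the smallest value the depth could show, taken as 3 reads, was 1.81 and 60.4 CPM in those libraries. Such floors cover counting error only, since reads of amplified cDNA without molecular identifiers are not independent molecules. Of 60623 listed genes, 20747 had a read in at least 1 library and 4149 in all 16. Detected genes per library numbered 10496 to 14066 in Caco-2 and 5900 to 13973 in HepG2. The labels give no sequencing run or date, so batches could not be compared within the groups.

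**Figure D1:**
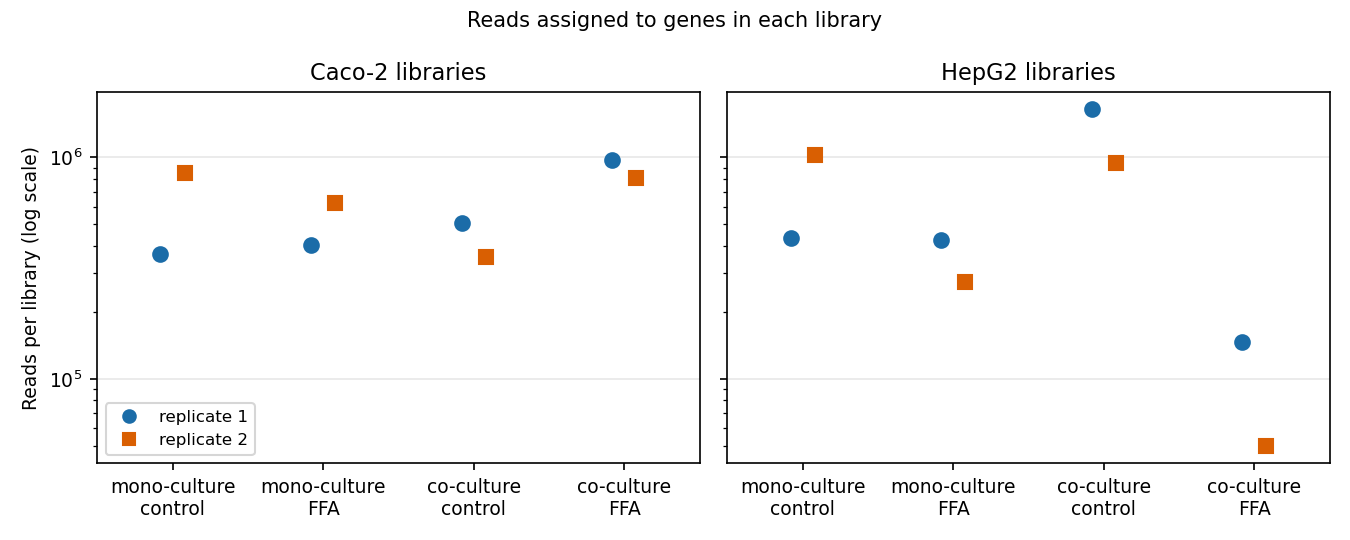
Reads assigned to genes in each library (log scale on the vertical axis), by culture and treatment, with Caco-2 on the left and HepG2 on the right; circles are replicate 1 and squares replicate 2. The HepG2 co-culture FFA libraries, with 147096 and 49634 reads, were the shallowest of the 16.

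The cell line labels were compared with marker genes listed by hand. Of 17 HepG2 markers, 15 were higher in all 8 HepG2 libraries than in all 8 Caco-2 libraries; the exceptions were DDX3Y and VTN. Of 16 Caco-2 markers, 7 were higher in all 8 Caco-2 libraries. The chip was built to harvest each cell type separately, so the signal of one line's markers in the other line's co-culture libraries was measured. In Caco-2 co-culture, 42 HepG2 markers reached 0.973 ± 0.319% (SD, n = 4) of their level in HepG2 mono-culture control. Their background in the Caco-2 mono-culture FFA libraries was 0.268% and 0.967%, and the difference of means of 0.356 gave p = 0.333 in an exact two-sided permutation test. In HepG2 co-culture, 46 Caco-2 markers reached 0.790 ± 0.483% (SD, n = 4) against 0.271% and 0.352% in HepG2 mono-culture FFA, a difference of 0.479 with an exact permutation p = 0.267. The 15 splits of 4 against 2 libraries allow no exact p under 0.0667. Using the markers listed by hand moved both signals most, to a difference of 2.44 in Caco-2 (exact permutation p = 0.0667) and 2.26 in HepG2 (exact permutation p = 0.467).

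Whether replicates were closer to each other than to other groups was tested with the median absolute log2 difference between libraries. In Caco-2 it averaged 0.48 within replicate pairs and 0.57 between groups, a difference of 0.094 (exact one-sided permutation p = 0.0190 over 105 ways to form pairs). Quantile normalization moved it most, to 0.046 with an exact permutation p = 0.0857. In HepG2 the averages were 0.49 and 0.81, a difference of 0.32 (exact one-sided permutation p = 0.00952). In simulated HepG2 reads in which depth differed as measured and no gene changed, the median difference was 0.30.

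The study asked which genes differ among the 4 conditions of each line. Over 15454 Caco-2 genes with a mean of at least 1 CPM in at least 1 group, limma's F-test gave 24 genes with an adjusted p under 0.05 (1262 with an unadjusted p under 0.05). Over 14430 HepG2 genes it gave 0 (1759 unadjusted). The alternative that moved these counts most was an ordinary one-way F-test with the study's thresholds, an unadjusted p under 0.05 and a 1.2-fold change, which gave 1362 and 2112 genes. With replicate number as a block in the model, the counts were 85 and 0. The deviations of same-numbered libraries correlated with a mean r across genes of 0.0120 in Caco-2 and 0.00332 in HepG2, and of 0.151 and 0.0529 over genes with a mean of at least 100 CPM.

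In Caco-2, the FFA effect was asked separately in each culture. In mono-culture 1 gene passed (896 unadjusted), and it rose: MT-ND4 (ENSG00000198886, protein-coding, GRCh38 chromosome M, 10760 to 12137) went from 621 ± 19.4 to 1194 ± 113 CPM (SD, n = 2), a log2 change of 0.94 (SE 0.11, limma adjusted p = 0.0105). It was in both replicates higher than in both controls. MT-ND4 also passed with edgeR, the replicate block and quantile normalization. It did not pass with a pseudocount of 0.1 (limma adjusted p = 0.119), median-ratio rescaling (0.0941) or a constant prior variance (0.646). Mitochondrial genes as a whole held 2.76% and 2.73% of reads in these controls and 3.97% and 3.66% with FFA. In co-culture 0 genes passed (754 unadjusted). The gene with the smallest p there was HSPA8 (ENSG00000109971, protein-coding, chromosome 11, 123057489 to 123063230), which fell from 1173 ± 51.2 to 646 ± 16.8 CPM (log2 change -0.86, SE 0.14, adjusted p = 0.160) and did not pass. Averaged over culture 0 genes passed (750 unadjusted), and MT-CO3 (ENSG00000198938, protein-coding, chromosome M, 9207 to 9990) came closest at a log2 change of 0.58 (SE 0.09, adjusted p = 0.251). The calls on HSPA8 and MT-CO3 depended on the method as well. HSPA8 passed with the replicate block (adjusted p = 0.00558), edgeR (0.00479) and quantile normalization after and before the filter (0.0447 and 0.0122). MT-CO3 passed with the block (0.00697) and edgeR (0.0144). Neither passed with a pseudocount of 0.1, median-ratio rescaling, a constant prior variance or thinning. The interaction of FFA and culture gave 0 genes (776 unadjusted). With the replicate block these 4 counts were 12, 7, 6 and 6, with a mean correlation of same-numbered deviations of 0.0120 over all genes. Over genes with a mean of at least 100 CPM the correlation was 0.291 between the 2 co-culture groups and 0.178 between the 2 mono-culture groups.

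The effect of co-culture on Caco-2 was asked next. Without FFA 15 genes passed, 13 higher and 2 lower (1594 unadjusted). The largest changes were in 3 copies of the 5.8S ribosomal RNA gene on chromosome 21, whose sequences are near-identical, so reads cannot be assigned to a single copy with certainty. The 3 calls are therefore not independent. The study describes discarding ribosomal reads. Their mean share was higher in co-culture in both lines, 0.137% against 0.0376% in Caco-2 and 0.215% against 0.103% in HepG2. Whether these rises reflect expression was left open. RNA5-8SN1 (ENSG00000278189, rRNA, 8439823 to 8439975) rose from 72.0 ± 10.4 to 318 ± 1.73 CPM (log2 change 2.13, SE 0.19, adjusted p = 0.000254). RNA5-8SN2 (ENSG00000278233, 8212572 to 8212724) and RNA5-8SN3 (ENSG00000275215, 8395607 to 8395759) rose by 2.19 and 2.29 on the log2 scale (adjusted p = 0.000992 and 0.00206). With FFA 15 genes passed, 6 higher and 9 lower (1202 unadjusted). DNAJB1 (ENSG00000132002, protein-coding, chromosome 19, 14514769 to 14560391) fell from 565 ± 12.2 to 89.4 ± 66.96 CPM (log2 change -2.88, SE 0.36, adjusted p = 0.00393), and RNA5-8SN1 rose from 107 ± 16.9 to 393 ± 52.9 CPM (1.87, SE 0.19, adjusted p = 0.00115). HSPA1A (ENSG00000204389, protein-coding, chromosome 6, 31815543 to 31817946) fell from 263 ± 19.7 to 80.6 ± 51.6 CPM (log2 change -1.85, SE 0.32, adjusted p = 0.0434). Its paralog HSPA1B is near-identical in sequence, so reads of the pair cannot be told apart with certainty.

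Averaged over treatment, the co-culture effect in Caco-2 passed for 70 genes, 49 higher and 21 lower (1820 unadjusted), while the median of all genes rose by 0.14 on the log2 scale. Scaling changed this split: quantile normalization gave 56 higher and 62 lower, and median-ratio rescaling 35 and 33. edgeR, with another test and 4595 genes as well as another scaling, gave 190 and 199. The largest changes among genes whose groups did not overlap were in genes with few reads. FOSB (ENSG00000125740, protein-coding, chromosome 19, 45467995 to 45475179) had at most 2 reads in any mono-culture library and 4 to 14 in each co-culture library, with 13.6 ± 3.21 CPM in co-culture control and 14.0 ± 0.573 CPM in co-culture FFA (adjusted p = 0.0335). SNORA12 (ENSG00000212464, snoRNA, chromosome 10, 100237156 to 100237302) rose by 2.42 on the log2 scale (SE 0.44, adjusted p = 0.0262), and AL138963.2 (ENSG00000253051, snoRNA, chromosome 13, 45336314 to 45336447) rose by 2.12 (SE 0.40, adjusted p = 0.0319). With the replicate block the co-culture counts were 46 without FFA (38 higher), 57 with FFA (21 higher) and 210 on average (129 higher), with mean correlations between same-numbered deviations of 0.0120 over all genes and 0.151 over genes with a mean of at least 100 CPM, and all 15, 15 and 70 genes of the unblocked fits were among them.

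In HepG2, neither culture alone gave a gene past the threshold for FFA. In mono-culture 0 genes passed (904 unadjusted), and AHSG (ENSG00000145192, protein-coding, chromosome 3, 186613060 to 186621318) had the smallest p, from 2846 ± 2.65 to 3930.5 ± 132 CPM (log2 change 0.47, SE 0.07, adjusted p = 0.712). In co-culture 0 genes passed, although 2297 had an unadjusted p under 0.05 (968 higher and 1329 lower), and the median of all genes fell by 0.26 on the log2 scale. In simulated reads with no gene changed, this contrast gave a median of 1946.5 such genes, against 727 in mono-culture. HSPA5 (ENSG00000044574, protein-coding, chromosome 9, 125234853 to 125241382, minus strand) had the smallest p in co-culture and rose from 1388 ± 98.1 to 3408 ± 631 CPM (log2 change 1.29, SE 0.14, adjusted p = 0.0510). The FFA libraries held 567 and 147 reads of it. Across the alternatives its adjusted p ranged from 1.34e-05 with quantile normalization to 0.186 with a constant prior variance. The counts of 0 depended on the method as well. With edgeR 30 genes passed for FFA in mono-culture and 322 in co-culture. With a mean of at least 100 CPM the counts were 0 and 256. The replicate block and quantile normalization before the filter kept 0 in both cultures.

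Averaged over culture, the FFA effect in HepG2 passed for 11 genes, 8 higher and 3 lower (1994 unadjusted). Scaling changed this split as well, to 47 higher and 30 lower with quantile normalization and 4 and 49 with median-ratio rescaling. edgeR, over 4030 genes, gave 198 and 337. The largest rise was in HERPUD1 (ENSG00000051108, protein-coding, chromosome 16, 56932142 to 56944864), at a log2 change of 1.73 (SE 0.19, adjusted p = 0.0372), from 185 ± 5.37 to 418.5 ± 82.2 CPM in mono-culture and from 150.3 ± 3.28 to 779 ± 323 CPM in co-culture. TMED2 (ENSG00000086598, protein-coding, chromosome 12, 123584533 to 123598582) rose by 1.60 (SE 0.17, adjusted p = 0.0372), from 71.2 ± 1.11 to 175 ± 40.8 CPM and from 59.8 ± 6.77 to 229.7 ± 17.1 CPM. PSAT1 (ENSG00000135069, protein-coding, chromosome 9, 78297125 to 78330093) rose by 1.249 (SE 0.14, adjusted p = 0.0372), from 149.5 ± 1.39 to 255 ± 30.6 CPM and from 138 ± 2.25 to 466 ± 82.0 CPM. With the replicate block 19 genes passed (13 higher), all 11 among them, with a mean correlation of same-numbered deviations of 0.00332 (0.0529 over genes with a mean of at least 100 CPM), and the other HepG2 counts stayed 0.

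Co-culture gave 0 HepG2 genes past the threshold without FFA (377 unadjusted), with FFA (2118 unadjusted) and on average (1114 unadjusted), and the interaction gave 0 (1002 unadjusted). The smallest p without FFA and on average was that of a 5.8S ribosomal RNA gene listed as 5_8S_rRNA (ENSG00000277739, rRNA, chromosome 21, 8256781 to 8256933), which rose from 289 ± 8.69 to 641 ± 118 CPM without FFA (log2 change 1.14, SE 0.19, adjusted p = 1) and by 1.07 on average (adjusted p = 0.236). With FFA it was FCF1 (ENSG00000119616, protein-coding, chromosome 14, 74713144 to 74738620), at 27.4 ± 7.88 CPM in mono-culture and 0 reads in both co-culture libraries (adjusted p = 0.107). The floors of those libraries were 20.4 and 60.4 CPM, so a fall of FCF1 was not detectable at this depth in the shallower library.

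**Figure D2:**
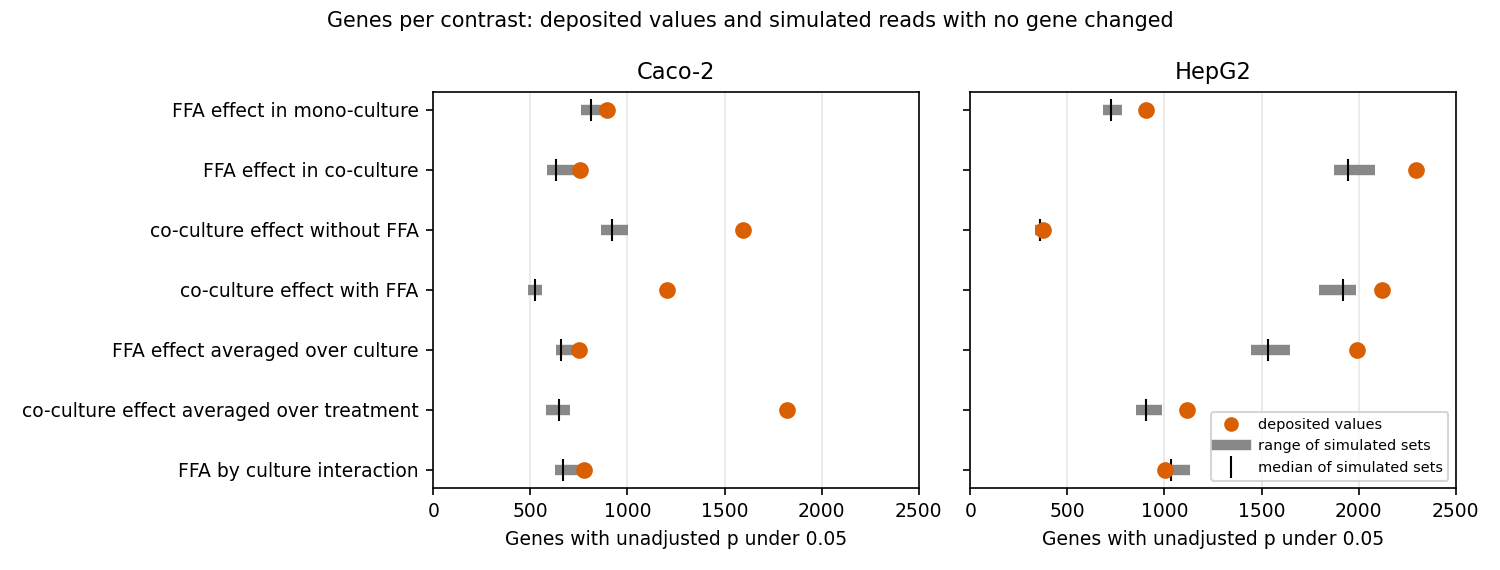
Number of genes with an unadjusted p under 0.05 (horizontal axis) for each contrast (vertical axis) in Caco-2 and HepG2; points are the measured values, grey bars the range and black ticks the median of 20 simulated sets in which depth differed as measured and no gene changed. All Caco-2 points but FFA on average lie beyond the simulated ranges, the furthest being co-culture on average (1820, against a range that ends at 703). All HepG2 points but co-culture without FFA and the interaction lie beyond theirs, and FFA in co-culture (2297) lies beyond a range that ends at 2086.

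The study asked whether co-culture lessens the response to FFA. Across 15454 Caco-2 genes, the FFA changes in mono-culture and co-culture correlated with r = 0.0059, a value reached in 6 of 18 relabelings of the libraries. The co-culture changes with and without FFA correlated with r = 0.135, reached by the real labels alone (1 of 18). Across 14430 HepG2 genes the FFA changes correlated with r = 0.070 and the co-culture changes with r = 0.025, each reached in 1 of 18 relabelings, and a pseudocount of 0.1 moved the latter most, to -0.0053. In simulated HepG2 reads with no gene changed, the FFA correlation was 0.0145 to 0.0419 and the co-culture correlation -0.0384 to -0.0028. Depth alone can therefore give part of the HepG2 FFA correlation. Genes are not independent replicates, and 18 relabelings allow no share under 0.0556. The root mean square log2 change with FFA in mono-culture was 1.04 times that in co-culture in Caco-2 and 0.692 times that in HepG2. For HepG2 the ratio was 0.941 with all libraries thinned to 49634 reads and 0.528 over genes with a mean of at least 10 CPM.

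Of 12 genes chosen in advance, 11 were tested in Caco-2 and 10 in HepG2 (ANGPTL4 in neither line, and PDK4 in Caco-2 alone). HSPA5 rose with FFA in HepG2 by 0.66 on the log2 scale in mono-culture, from 1288 ± 66.7 to 2036 ± 238 CPM (SD, n = 2), and by 1.29 in co-culture, with adjusted p over these genes of 0.0143 and 0.000127; over all genes these were 0.712 and 0.0510. Averaged over culture it rose by 0.97 (adjusted p over all genes 0.0372). PLIN2 (ENSG00000147872, protein-coding, chromosome 9, 19108375 to 19149290) rose in HepG2 co-culture with FFA from 168 ± 18.6 to 358 ± 50.9 CPM (log2 change 1.09, adjusted p = 0.0304 over these genes and 0.196 over all genes). In Caco-2 HSPA5 fell with FFA in co-culture from 262 ± 0.929 to 177 ± 0.654 CPM (log2 change -0.56, adjusted p = 0.0334 over these genes and 0.862 over all genes). SCD (ENSG00000099194, protein-coding, chromosome 10, 100347233 to 100364826) fell there by 0.89 on the log2 scale (adjusted p = 0.0470 over these genes). Of the preset genes reported, none passed over all genes except HSPA5 in the averaged FFA contrast of HepG2.

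**Figure D3:**
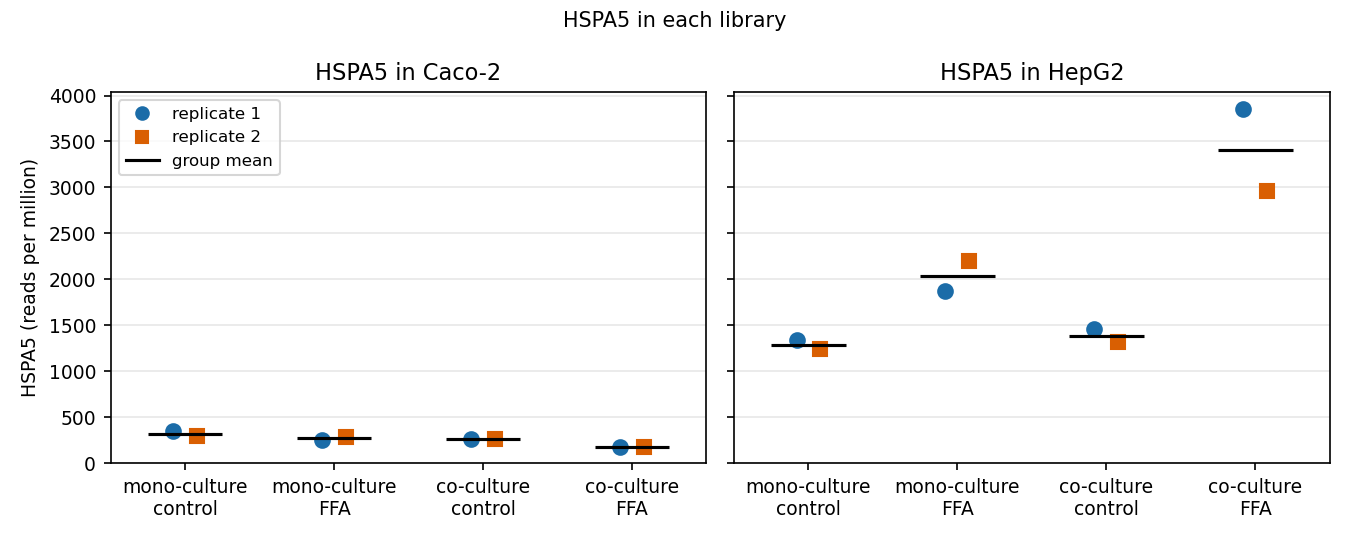
HSPA5 expression in CPM (vertical axis) in each library by culture and treatment, with Caco-2 on the left and HepG2 on the right; circles are replicate 1, squares replicate 2 and bars group means. In HepG2 both FFA libraries of each culture lie above both controls, with means of 2036 against 1288 CPM in mono-culture and 3408 against 1388 CPM in co-culture, and in Caco-2 both FFA libraries lie below both controls in each culture.

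For 9 gene lists with 249 genes written in advance, limma's camera test asked whether a list changed differently from the other genes, in 54 tests. Of these, 21 had an adjusted p under 0.05. Estimating the correlation between the genes of a list from the data, in place of the preset 0.01, moved this most, to 4. With the replicate block it was 22, with mean correlations of same-numbered deviations of 0.0120 and 0.00332 (0.151 and 0.0529 over genes with a mean of at least 100 CPM). Changes below are list means relative to the median of all genes on the log2 scale, while genes are counted as higher against 0. In Caco-2, FFA in co-culture lowered the cytosolic chaperone list by 0.63 (adjusted p = 4.61e-21, 2 of 25 genes higher) and the unfolded-protein response list by 0.24 (adjusted p = 0.000146, 7 of 28 higher), and the mitosis and sterol synthesis lists were lower as well. In mono-culture the sterol list alone passed and was higher, by 0.35 (adjusted p = 0.00345). In HepG2, FFA raised the unfolded-protein response list by 0.41 in mono-culture (adjusted p = 1.59e-08, 23 of 27 genes higher) and by 0.97 in co-culture (adjusted p = 3.76e-13, 22 of 27 higher). Before the median was taken off, the list means were 0.47 and 0.71. The median of all genes was 0.061 in mono-culture and -0.26 in co-culture, so part of the larger value in co-culture comes from that fall. The chaperone and sterol lists passed as higher in both cultures, and the hepatocyte secreted protein list passed as higher in co-culture. The respiratory list passed in co-culture as ranked lower (adjusted p = 0.0428, 13 of 38 genes higher). With the estimated correlation, only the unfolded-protein response list still passed. After thinning, the chaperone and sterol lists passed in neither culture. In co-culture the chaperone list also failed with a mean of at least 10 CPM (0.0510), quantile normalization (0.110) and median-ratio rescaling (0.342). The secreted protein list failed with that rescaling as well (0.342). The mitosis and cell adhesion lists did not pass with FFA in HepG2.

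Co-culture, averaged over treatment, raised the hepatocyte secreted protein list in Caco-2 by 0.33 (adjusted p = 4.29e-07, 26 of 28 genes higher) and lowered the chaperone list by 0.53 (adjusted p = 8.68e-12, 5 of 25 higher). The unfolded-protein response list there fell by 0.40 (adjusted p = 2.23e-06, 6 of 28 higher), and the PPAR (higher), sterol (lower) and respiratory (ranked higher) lists passed as well. In HepG2 it raised the hepatocyte secreted protein list by 0.32 (adjusted p = 9.84e-05, 20 of 29 higher) and the unfolded-protein response list by 0.17 (adjusted p = 0.00224, 18 of 27 higher). Both HepG2 lists no longer passed with median-ratio rescaling (adjusted p = 0.160 and 0.393), thinning (0.0678 and 0.396) or the estimated correlation (0.287 and 0.154). They kept passing with the other alternatives run on lists. Among single list genes in Caco-2, adjusted over the 235 list genes tested, 51 passed for co-culture, 27 higher and 24 lower, against 12 adjusted over all genes. FABP1 (ENSG00000163586, protein-coding, chromosome 2, 88122982 to 88128062) rose by 1.09 (adjusted p = 2.34e-05 over list genes and 0.000241 over all genes), AFP (ENSG00000081051, protein-coding, chromosome 4, 73431138 to 73456174) rose by 0.97 (0.000327 and 0.00538), and MSMO1 (ENSG00000052802, protein-coding, chromosome 4, 165327667 to 165343164) fell by 1.17 (6.25e-05 and 0.00103). FFA in co-culture passed for 10 Caco-2 list genes, all lower, against 0 over all genes, and in mono-culture for 0. In HepG2, 51 of 229 list genes passed for FFA in co-culture, 33 higher and 18 lower, among them PDIA4 (ENSG00000155660, protein-coding, chromosome 7, 149003062 to 149028662), which rose by 1.47 (adjusted p = 0.00218 over list genes and 0.0510 over all genes), 1 in mono-culture (AHSG) and 5 for co-culture, against 0 over all genes in each.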

Values the study reported

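The study reported 654 genes in Caco-2 and 1330 genes in HepG2 as differentially expressed among mono-culture and co-culture with and without FFA. Its threshold was a p under 0.05 together with a change between any pair of conditions. The study gave these counts for the longer of its treatment times. It was not settled whether all libraries used here share that time.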

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

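The tests on depth, scaling, transcript length and GC content, and gene correlation below were set before their results were seen, but the HSPA5 changes of each cell line under median-ratio rescaling and thinning were known by then. Among the 4 co-culture libraries of each line no library lay apart in marker signal, and groups of 2 were too small for such a test. What follows are FFA effects that differed between the cell lines, given as the log2 change in HepG2 minus that in Caco-2 and tested in a single limma fit over the 16 libraries.

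The FFA effect on HSPA5 was higher in HepG2 by 0.90 in mono-culture (adjusted p = 0.00691 over the preset genes) and by 1.85 in co-culture (adjusted p = 8.33e-06 over the preset genes and 0.00221 over 17544 genes). All 4 HepG2 libraries with FFA lay above the controls of their culture and all 4 Caco-2 libraries with FFA lay below theirs. Over all genes, 74 passed for this difference in co-culture (2322 with an unadjusted p under 0.05) and 0 in mono-culture (958 unadjusted).

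For the co-culture difference in HSPA5, 3 technical explanations were tested. With libraries thinned to equal depth the adjusted p was 0.0375, after median-ratio rescaling 0.00163, and after removing trends with transcript length and GC content, which moved HSPA5 by up to 0.417, it was 5.80e-07. Across these and the other alternatives the difference ranged from 1.38 to 2.16 and the adjusted p from 5.80e-07 to 0.0375, so none of the 3 accounts for it in full. Reads of the pseudogene HSPA5P1 were 0 in every library. Sequencing batch could not be tested, since the labels give none, and each group has only 2 libraries, so a batch that follows the groups cannot be told apart from it. A higher response of this endoplasmic reticulum chaperone to FFA in HepG2 than in Caco-2 remains as a hypothesis only.

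The mono-culture difference in HSPA5 was weaker. Thinning left its size at 0.96 but the adjusted p rose to 0.301, and median-ratio rescaling gave 0.82 with an adjusted p of 0.0567. Correction for length and GC content gave an adjusted p of 0.00388. The range across alternatives was 0.82 to 0.96 for the difference and 0.00378 to 0.301 for the adjusted p. As the size did not shrink, the higher p after thinning could come from lost reads alone, so thinning to an adjusted p of 0.301 does not show depth as the source. Its passing of the threshold cannot be told apart from an effect of scaling by total reads, and depth was left open.

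Of 18 tests of gene lists for the same difference, 7 had an adjusted p under 0.05. The mean differences are again relative to the median of all genes. In mono-culture these were the cytosolic chaperones (mean difference 0.36, adjusted p = 0.00471) and the unfolded-protein response (0.46, adjusted p = 6.18e-07). In co-culture they were the cytosolic chaperones (1.15, adjusted p = 2.04e-12), the unfolded-protein response (1.15, adjusted p = 2.02e-13), sterol and fatty acid synthesis (0.92, adjusted p = 6.57e-06), hepatocyte secreted proteins (0.56, adjusted p = 0.00631) and the respiratory chain and ATP synthase (-0.0066, adjusted p = 0.00631, ranked lower than the other genes).

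After thinning, 4 of the 7 lists still passed in the same direction, after median-ratio rescaling 6, after the length and GC correction 6, and with a gene correlation estimated from the data 3. The lists that passed with the estimated correlation were the unfolded-protein response in both cultures (adjusted p = 0.00894 in mono-culture and 0.00232 in co-culture) and the chaperones in co-culture (adjusted p = 0.00371). Over the alternatives these ranged from 1.47e-07 to 0.0879, from 3.21e-15 to 0.00320 and from 4.73e-14 to 0.00371. The unfolded-protein response in mono-culture did not pass after thinning, although its difference was 0.68 against 0.46. The hepatocyte secreted protein list no longer passed with thinning (adjusted p 0.659), rescaling (0.834) and the estimated correlation (0.420), in a range from 0.000151 to 0.834. The respiratory list no longer passed with the length and GC correction (0.949), the estimated correlation (0.330) and a pseudocount of 0.1 (0.0771), in a range from 3.57e-10 to 0.949. The sterol list no longer passed with the estimated correlation, at 0.0711 in a range that starts at 6.56e-06, nor the chaperones in mono-culture with it or thinning, at 0.126 and 0.348, although their difference was 0.47 after thinning against 0.36. Thinning removes reads from every library, so a list that no longer passed after it does not show depth as the source, and depth was left open for those lists. The length and GC correction left 6 of the 7 lists passing, at differences of 0.34 to 1.11 against 0.36 to 1.15 without it. Median-ratio rescaling also left 6, the higher ones at 0.29 to 0.96. This argues against either as the full source for the lists that it left passing. The respiratory list cannot be told apart from length and GC content, nor the hepatocyte secreted protein list from scaling. Lists that failed with the estimated correlation cannot be told apart from correlation between their genes. The chaperone and unfolded-protein response differences in co-culture passed under every alternative run here, and a stress response to FFA that differs between the lines is a candidate explanation, which the unknown batches leave open.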

How the results depend on the processing

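The edgeR, thinning, mean of at least 100 CPM, quantile-before-filter and cell line difference alternatives were tests chosen only after the results were seen. Counts below are genes with an adjusted p under 0.05 unless another threshold is named, and each is set against the count in the report: in Caco-2 24 among the 4 conditions, 1 for FFA in mono-culture, 0 for FFA in co-culture (754 unadjusted), 15 for co-culture without FFA, 15 with FFA, 0 for FFA on average (750 unadjusted), 70 for co-culture on average and 0 for the interaction (776 unadjusted). In HepG2 it is 11 for FFA on average and 0 for each of the others (377 to 2297 unadjusted). Contrasts that an alternative leaves unnamed stayed within 1.5 times the report's count, or at 0. For every change below the cause was not tested, unless a cause is named.

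Thresholds moved the counts. With an adjusted p under 0.1, Caco-2 gave 42 among the 4 conditions, 3 for FFA in mono-culture, 28 for co-culture without FFA, 173 on average and 1 for the interaction, and HepG2 gave 23 among the 4 conditions, 42 for FFA in co-culture and 60 on average. With the study's thresholds, Caco-2 gave 1261 among the 4 conditions, 889 for FFA in mono-culture, 742 in co-culture and 723 on average, 1565 for co-culture without FFA, 1196 with FFA and 1779 on average, and 772 for the interaction. HepG2 gave 1759 among the 4 conditions, 887 for FFA in mono-culture, 2291 in co-culture and 1953 on average, 376 for co-culture without FFA, 2092 with FFA and 1071 on average, and 999 for the interaction. An ordinary F-test with these thresholds gave 1362 in Caco-2 and 2112 in HepG2. No adjustment is made there. If p values were evenly spread, 772.7 Caco-2 and 721.5 HepG2 genes would have an unadjusted p under 0.05. Reads simulated at the measured depths with no gene changed gave other counts at the study's thresholds among the 4 conditions. These were 485 to 640 in Caco-2, against 1261 measured, and 1358 to 1550 in HepG2, against 1759 measured.

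The estimate of variance mattered as well. Fits to the 4 libraries of a contrast gave 0 in Caco-2 for FFA in mono-culture and for co-culture without and with FFA, and 263 in HepG2 for FFA in co-culture (4 higher, 259 lower). A constant prior variance gave 0 in Caco-2 among the 4 conditions, for FFA in mono-culture and for co-culture without FFA, with FFA and on average, and in HepG2 61 for FFA in co-culture (1 higher, 60 lower), 283 for co-culture with FFA (38 higher, 245 lower) and 0 for FFA on average. For these calls of 0, the report's fit had 1262, 896, 1594, 1202 and 1820 Caco-2 genes and 1994 HepG2 genes at an unadjusted p under 0.05, in the same order. With replicate number as a block, Caco-2 gave 85 among the 4 conditions, 12 for FFA in mono-culture, 7 in co-culture and 6 on average, 46 for co-culture without FFA, 57 with FFA and 210 on average, and 6 for the interaction, and HepG2 gave 19 for FFA on average.

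A pseudocount of 0.1 gave 2 in Caco-2 among the 4 conditions, 0 for FFA in mono-culture, 2 for co-culture without FFA, 1 with FFA and 8 on average. In HepG2 it gave 47 for FFA in co-culture (9 higher, 38 lower) and 0 for FFA on average, and the correlation of the co-culture changes with and without FFA turned from 0.025 to -0.0053. Without the filter, Caco-2 gave 72 among the 4 conditions, 6 for FFA in mono-culture, 5 in co-culture and 2 on average, 42 for co-culture without FFA, 34 with FFA and 162 on average, and 4 for the interaction, and HepG2 gave 14 for FFA in co-culture. With a mean of at least 10 CPM, Caco-2 gave 187 among the 4 conditions, 10 for FFA in mono-culture, 9 in co-culture and 8 on average, 116 for co-culture without FFA, 109 with FFA and 341 on average, and 8 for the interaction. HepG2 gave 29 for FFA in co-culture and 104 on average, and its size ratio moved from 0.692 to 0.528. With a mean of at least 100 CPM, Caco-2 gave 116 among the 4 conditions, 13 for FFA in mono-culture, 9 in co-culture and 6 on average, 78 for co-culture without FFA, 79 with FFA and 153 on average, and 6 for the interaction. HepG2 gave 208 among the 4 conditions, 256 for FFA in co-culture (123 higher, 133 lower) and 320 on average (177 higher, 143 lower), and 63 for co-culture with FFA and 39 on average.

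Scaling moved the split between higher and lower genes. Quantile normalization gave 43 in Caco-2 among the 4 conditions, 6 for FFA in mono-culture, 2 in co-culture, 25 for co-culture with FFA and 118 on average (56 higher, 62 lower), and 1 for the interaction. The Caco-2 replicate distance fell to 0.046 (exact one-sided permutation p = 0.0857). In HepG2 it gave 113 among the 4 conditions, 1 for FFA in mono-culture, 102 in co-culture (38 higher, 64 lower) and 77 on average (47 higher, 30 lower), and 40 for co-culture with FFA and 20 on average. Applied before the filter, it gave 56 in Caco-2 among the 4 conditions, 6 for FFA in mono-culture, 2 in co-culture and 2 on average, 24 for co-culture without FFA, 31 with FFA and 141 on average (63 higher, 78 lower), and 2 for the interaction, and 1 in HepG2 for FFA on average. Median-ratio rescaling gave 0 in Caco-2 for FFA in mono-culture, and in HepG2 83 for FFA in co-culture (4 higher, 79 lower) and 53 on average (4 higher, 49 lower). It moved the median log2 change of all HepG2 genes for FFA from -0.26 to -0.45 in co-culture and from -0.067 to -0.25 on average, so the excess of lower genes is relative to a shifted middle.

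On the recovered reads, edgeR gave 234 in Caco-2 among the 4 conditions, 7 for FFA in mono-culture, 5 in co-culture and 9 on average, 68 for co-culture without FFA (41 higher, 27 lower), 177 with FFA (63 higher, 114 lower) and 389 on average (190 higher, 199 lower), and 2 for the interaction. In HepG2 it gave 353 among the 4 conditions, 30 for FFA in mono-culture, 322 in co-culture (107 higher, 215 lower) and 535 on average (198 higher, 337 lower), and 14 for co-culture without FFA, 17 with FFA and 47 on average. Of the 70 Caco-2 genes that passed for co-culture on average, 69 also passed with edgeR, 70 with quantile normalization, 55 with median-ratio rescaling, 8 with a pseudocount of 0.1 and 0 with a constant prior variance. Of the 11 HepG2 genes for FFA on average, 9 passed with edgeR, 9 with quantile normalization, 6 with median-ratio rescaling and 0 with a pseudocount of 0.1 or a constant prior variance.

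Equal depth moved the counts both ways. With libraries of each line thinned to its shallowest, Caco-2 gave 0 among the 4 conditions, for FFA in mono-culture and for co-culture without FFA, with FFA and on average, the same contrasts as with the constant prior. HepG2 gave 385.5 among the 4 conditions, 213.5 for FFA in co-culture (147.5 higher, 66 lower), 219 for co-culture with FFA (138 higher, 81 lower) and 0 for FFA on average, as medians of 20 draws, and its size ratio moved to 0.941. In the shallowest library 3 reads are 60.4 CPM, so changes of genes under that level in HepG2 co-culture with FFA are not detectable in replicate 2.

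Other summaries were refitted as well. Of 54 gene list tests, 4 passed with an estimated inter-gene correlation against 21. The signal of Caco-2 markers in HepG2 co-culture went to 0 (exact permutation p = 1) with the median over markers and to 2.26 (exact permutation p = 0.467) with the markers listed by hand. Leaving out 1 library at a time, the counts ranged from 0 to 1204 (Caco-2 FFA on average), 0 to 1396 (Caco-2 co-culture on average), 0 to 1688 (HepG2 FFA on average) and 0 to 1249 (HepG2 co-culture on average). Which way most genes changed depended on the library left out. Without Caco-2 co-culture FFA replicate 2, the Caco-2 co-culture count was 1274 higher and 122 lower, and without Caco-2 mono-culture FFA replicate 1 it was 38 higher and 387 lower, against 49 and 21 in the report. For FFA in HepG2 it was 124 higher and 1053 lower without co-culture control replicate 1, and 275 higher and 13 lower without mono-culture FFA replicate 2, against 8 and 3. For FFA in Caco-2 it was 1143 higher and 61 lower without co-culture FFA replicate 2, and 9 higher and 409 lower without co-culture control replicate 2. For co-culture in HepG2 it was 835 higher and 99 lower without co-culture control replicate 1, and 381 higher and 868 lower without co-culture FFA replicate 1. The Caco-2 FFA correlation ranged from -0.0070 to 0.0135, and the size ratio from 0.758 to 1.40 in Caco-2 and from 0.459 to 0.936 in HepG2. The other correlations kept their sign in these fits, at 0.0696 to 0.143 for co-culture in Caco-2, 0.0438 to 0.0818 for FFA in HepG2 and 0.0054 to 0.0365 for co-culture in HepG2.

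Among named genes and lists, directions reversed in these cases. DDIT3 in Caco-2 mono-culture with FFA went from 0.0018 to -0.0326 with either quantile form, -0.085 with median-ratio rescaling, -0.0361 with edgeR and -0.00081 with thinning. In HepG2, SCD in co-culture with FFA went from 0.40 to -0.24 with either quantile form, with 3 reads and 1 read in the co-culture FFA libraries. List means are relative to the median of all genes. The respiratory list in Caco-2 co-culture on average went from 0.0046 to -0.042 with a pseudocount of 0.1 and -0.0242 with median-ratio rescaling. The sterol list in HepG2 mono-culture went from 0.26 to -0.068 with a pseudocount of 0.1. The respiratory list in HepG2 co-culture with FFA, whose genes ranked lower although its mean was 0.075 above the median, went to -0.38 with a mean of at least 10 CPM, -0.32 with quantile normalization, -0.12 with that before the filter, -0.15 with median-ratio rescaling and -0.0999 with thinning. The difference between cell lines for that list went from -0.0066 to 0.63 with a pseudocount of 0.1 and 0.0093 with the length and GC correction. In all, the 97 results on single genes and lists were refitted 758 times: 618 fits kept direction and side of the threshold and 140 did not, of which 90 were weaker, 33 stronger and 17 reversed.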

Other observations

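In this part, the simulations with no gene changed, the test on the share of ribosomal protein reads, the comparison of TTR and AMBP between the lines and the test on carry-over of ribosomal and mitochondrial reads were chosen only after the result, or for the simulations a single simulated set, had been seen. The set of ribosomal protein genes was also narrowed to 82 genes after a first look at its share.

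The count of Caco-2 genes past the study's thresholds here was 1261. That is higher than the value quoted from the study above. The count of Caco-2 genes past the adjusted threshold here was 24. That is lower than the value quoted from the study above. The count of HepG2 genes past the adjusted threshold here was 0. That is lower than the value quoted from the study above. The count of HepG2 genes past the study's thresholds here was 1759. That is higher than the value quoted from the study above.

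Splits of the libraries other than the real ones were fitted in the same way. For a contrast of 4 against 4 libraries, 18 splits keep the other factor balanced. Of these, 8 including the real one part all same-numbered pairs, and the other 10 keep same-numbered pairs together in at least 1 stratum. With 8 splits the share cannot go under 0.05, so these tests cannot settle the question. For the FFA effect averaged over culture in HepG2, 2 of the 8 splits gave at least the 11 genes of the real one (2 of all 18, the others giving 0 to 11). For the same effect in Caco-2, all 8 gave at least its 0 genes (750 unadjusted). For the co-culture effect averaged over treatment, 1 of the 8 splits gave 70 genes in Caco-2, the real one, against 0 in the comparable others and at most 27 in the rest. In HepG2 all 8 gave at least its 0 genes (1114 unadjusted). With p adjusted over the 9 lists of this contrast alone, 7 lists passed in Caco-2 (6 with the adjustment over all 54 tests), a number reached in 1 of 8 splits, the others giving 0 to 5. In HepG2 2 lists passed, a number reached in 4 of 8. Where the real count is 0, every split reaches it by construction, so those tests show nothing. No other split matched the co-culture effect in Caco-2, but a grouping by chance cannot be excluded at this number of splits.

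For the F-test over the 4 conditions, the replicates were paired anew in 24 ways that keep the replicate numbers. In Caco-2, 3 of the 24 pairings gave at least the 24 genes of the real one (range of the others 0 to 119), and in HepG2 all 24 gave at least its 0 genes (1759 unadjusted). With the study's thresholds, only the real pairing reached its count in each line, 1 of 24 in Caco-2 (others 272 to 1201 against 1261) and 1 of 24 in HepG2 (others 277 to 1467 against 1759). As depth follows the groups in HepG2, this test does not separate the groups from depth.

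Depth was tested as a source of the HepG2 pattern. In co-culture 2297 genes had an unadjusted p under 0.05 for FFA, against 904 in mono-culture. With all HepG2 libraries thinned to 49634 reads, the counts were 835.5 and 623, a ratio of 1.35 (1.24 to 1.5 over 20 draws), so the excess shrank without vanishing. At the adjusted threshold the same thinning raised the count for FFA in co-culture from 0 to 213.5 and lowered that for FFA on average from 11 to 0, so thinning did not act in 1 direction. Of genes with a low mean, 64.2% were listed lower with FFA in co-culture, against 41.9% of the others; after thinning it was 29.0%. Thinning changes the number of genes with no reads in both groups, so these thinning tests alone cannot settle it. In simulated HepG2 reads with no gene changed, 75.3% of low genes were lower (range 74.4% to 76.8%), above the measured share, so depth alone gives at least the excess of lower values among low genes.

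Simulated reads with no gene changed give a closer test. In HepG2 they gave a median of 0.847 of the real count for FFA in co-culture (1946.5 against 2297, range 1873 to 2086) and 0.819 of the count at the study's thresholds (1441 against 1759). The simulated replicate distance was 0.951 of the real one, and the simulated size ratio of the FFA effect in mono-culture to co-culture was 0.638 against 0.692. Most of each of these HepG2 values may therefore come from the shallow co-culture FFA libraries. The real counts still lay above the simulated ranges, and for lists, 10 of 27 tests passed in HepG2 against 0 to 2 in the simulated sets. The simulated size ratios, 0.627 to 0.645, all lay below the measured one, so depth alone gives at least the measured gap. The smaller FFA effect of HepG2 in mono-culture than in co-culture cannot be told apart from depth.

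In Caco-2 the same simulations gave 0.421 of the real count at the study's thresholds (530.5 against 1261) and 0.454 of the replicate distance. Depth as simulated therefore accounts for less than the measured values there. The simulated libraries held counting error and the spread between replicates that edgeR fitted to the measured reads, drawn for each gene on its own. Differences between groups that many genes share, such as a batch, were not simulated. An excess over them alone therefore does not show a response to co-culture. The co-culture effect averaged over treatment had 1820 genes with an unadjusted p under 0.05, against 583 to 703 in the simulated sets. A response of Caco-2 to co-culture is a candidate explanation. HepG2 markers in Caco-2 co-culture exceeded their level in mono-culture FFA by 0.356 (exact permutation p = 0.333). The difference was 0.199 with stricter markers (exact permutation p = 0.467), 0.0394 with the median over markers (exact permutation p = 1) and 2.44 with the markers listed by hand (exact permutation p = 0.0667, the smallest that 15 splits allow). A small amount of carried-over RNA therefore cannot be excluded, but it does not account for the rise of all hepatocyte secreted protein genes. TTR rose in Caco-2 co-culture by 0.58 (adjusted p = 0.0114) although its mean was 1006 CPM in Caco-2 and 786 CPM in HepG2. AMBP had a median of 3355 CPM in HepG2 and at most 17.8 CPM in any Caco-2 library.

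The share of reads on ribosomal protein genes in HepG2 was 18.7% to 23.8% in the 4 FFA libraries and 24.6% to 25.6% in the 4 controls, a difference of -4.29 (exact two-sided permutation p = 0.0286, the smallest that 4 against 4 libraries allow, adjusted p = 0.0857 over 12 tests), so it failed the correction. The controls differed 3.85-fold in depth and their share by 0.960, which is 0.224 of the drop with FFA. Drawing fewer reads at random does not lower an expected share. With reads taken as independent, the 95% intervals of the FFA libraries ended at 23.9% or lower. Those of the controls began at 24.5% or higher. This argues against counting error as the source. As the FFA libraries are shallower than any control, the pattern cannot be told apart from other properties of the libraries that go with depth.

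At an equal depth of 49634 reads, the HepG2 co-culture FFA libraries showed 5780.2 and 5900 detected genes and the other HepG2 libraries 4883.6 to 5362. Leaving out ribosomal protein genes reduced the gap from 748.9 to 624.6 genes, a share of 0.834, so a lower share of these reads does not account for it. No biological explanation was tested.

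Ribosomal RNA genes held 0.116% to 0.166% of reads in Caco-2 co-culture against 0.0267% to 0.0569% in mono-culture, and 0.162% to 0.299% against 0.0797% to 0.115% in HepG2 (exact permutation p = 0.0286 and adjusted p = 0.0857 in each). If reads meant to be discarded were carried over together, mitochondrial reads would rise as well. In HepG2 they were lower in co-culture by a difference of -2.41 percentage points. The ribosomal RNA rise there was 0.111 points, while the mitochondrial share had an SD of 1.02 in co-culture and 0.634 in mono-culture. A carry-over of like size would not show against that spread, so the test cannot decide. In Caco-2 mitochondrial reads were higher in co-culture by 0.258 (exact permutation p = 0.457), which does not decide it either. Other causes of the ribosomal RNA rise were not tested.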
